A study of Zea mays with 4 samples.

How the data were processed

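Single-nucleus RNA and ATAC libraries of maize B104 seedlings were analysed, with 2 replicates of each. Per the labels' protocols, nuclei were isolated by chopping and a Percoll step, reverse transcribed with a poly(dT) primer and carried through a droplet ATAC workflow. The extraction text speaks of root tissue in 1 place, whereas the other labels give seedling stem tissue; the latter was followed. Samples were grouped by the assay and the replicate number in their titles. RNA and ATAC libraries with the same number come from the same nuclei and were joined by droplet barcode.

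The RNA matrices deposited by the authors hold raw counts of UMIs per gene and barcode, with all possible barcodes listed. The aligner, counter, genome build and annotation are not given in the sources used here. Barcodes consist of 16 droplet bases and 11 further bases with 96 possible sequences, of which 1 carried all but 2 UMIs. The authors' nucleus tables give counts of UMIs, genes and Tn5 insertions per nucleus. They also give the fraction of UMIs or insertions in organelles, in accessible regions and near transcription start sites, per the file headers. The rules by which the authors kept nuclei and any doublet removal are not given in the sources used here. The UMI counts in the table equalled the sums over the matrices, and the counts used for clustering equalled these without organelle genes in all 15027 nuclei. The cluster labels come from a Seurat clustering of the RNA, per the file headers. The region table gives position, class, listed genes and distance. Its peak caller and whether samples were pooled are not given in the sources used here, nor is the meaning of the sign of the distance, which was not used. A region can list several genes: 29181 regions held joined gene IDs and 1828 of them named more than 1 distinct gene. A region was assigned to each distinct gene it listed.

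Medians and quartiles were taken over the kept nuclei of each replicate, and the mean and SD over the 2 replicates. Shares have exact 95% binomial (Clopper-Pearson) intervals, which cover counting error only. Gene levels are CPM of UMI sums over kept nuclei, with a pseudocount of 1 on the log2 scale. Labels with at least 50 nuclei in each replicate, which all 16 had, were tested on UMI sums with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr, a quasi-likelihood fit and Benjamini-Hochberg adjustment at 0.05. The SE printed with a log2 fold change is its absolute value divided by the square root of the edgeR F statistic, an approximation. DESeq2 1.42.0 was an alternative, in which 1919 adjusted p-values were NA. The edgeR test was tested on simulated data with 200 genes changed by 2 on the log2 scale. These were drawn from genes with a mean of at least 10 CPM, so recovery among lower genes was not measured. The test recovered 99% of the changed genes for RNA_0 with 18411 genes tested and 67% for RNA_12 with 18427. It called 29 and 7 unchanged genes, so for RNA_0 the share of false calls lay above the 0.05 that was set.

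All labels of a replicate come from the same seedling pool and library, so the replicate numbers pair the sums. The main fit did not use this pairing, and a fit with a replicate block was an alternative. The correlations of the labels' deviations from their means, over 120 pairs of labels and 15674 genes, had a median of 0.066 and ranged from 0.014 to 0.205.

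The genes named in the text follow a rule fixed before the data were examined. For each label it takes the gene with the largest log2 fold change among those with an adjusted p under 0.05, a mean of at least 10 CPM, and a higher level than in every other label in both replicates. To these it adds listed cell type markers and the 3 genes with the largest share of UMIs. A RefSeq gene table of the assembly Zm-B73-REFERENCE-NAM-5.0 matched 353 of 353 organelle IDs and 0 of 39035 nuclear IDs. Cell type markers were therefore not evaluated, and of the 16 label genes the IDs of the 2 with the largest fold change are printed. The match compared identifiers only, so it does not show that the nuclear genes come from another assembly. The region table used here has no score and no value per label, so accessibility was not compared with expression over labels.

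Doublets were searched for with Scrublet at an expected rate of 6%. It marked 0 of 7643 and 0 of 7384 kept nuclei and was treated as not having worked; no nuclei were removed. For barcodes outside the RNA table, each was thinned to 200 UMIs. The variance over barcodes of the share of each label's 100 leading genes was divided by its binomial expectation, and the median over 16 gene sets was taken. Alternatives covered normalization, filters, pseudocounts, distance limits, the test, the replicate block and leaving out each replicate. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5 was used for all other steps.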

Results

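Easy-Multiome is a droplet method that reads polyadenylated RNA and Tn5-accessible chromatin from the same nucleus. It was applied to stem segments around the first visible node of maize seedlings of the genotype B104. Nuclei underwent reverse transcription in place before a single-nucleus ATAC workflow, in which the Tn5 transposase inserts sequencing adapters into open DNA. The 4 samples form 2 groups, RNA and ATAC, with 2 replicates each, and each replicate is a pool of seedlings. The sample titles give an age of 6 days for replicate 1 and 7 days for replicate 2, whereas the protocol text gives a single age equal to the first of these. A difference between the replicates can therefore not be separated from a possible difference in age.

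The first question was how much of each readout a nucleus yielded. The RNA matrices held 36393234 unique molecular identifiers (UMIs, each counting 1 captured molecule) in replicate 1 and 44820130 in replicate 2. Of these, 12373142 and 14941270 lay in the nuclei that the authors kept. The authors' RNA table listed 7643 nuclei in replicate 1 and 7384 in replicate 2. The median nucleus had 1290 UMIs in replicate 1, with quartiles of 941 and 1912. In replicate 2 it had 1596 UMIs, with quartiles of 1163 and 2399. The mean of the medians was 1443 ± 216 UMIs (SD, n = 2). The median number of detected genes per nucleus was 954 and 1121, or 1038 ± 118 (SD, n = 2). Organelle transcripts made up a median of 2.31% ± 0.035 of the UMIs of a nucleus (SD, n = 2). The median share of molecules classed as spliced was 69.7% ± 1.04 (SD, n = 2). Among the filters tried, leaving out organelle genes moved the depth most, to a mean of 1408 UMIs, which was less than the spread between replicates.

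For chromatin, the authors' ATAC table listed 12258 nuclei in replicate 1 and 12014 in replicate 2, with 97179151 and 140514149 insertions. The median nucleus had 6720 Tn5 insertions in replicate 1, with quartiles of 4783 and 9913, and 9891 in replicate 2, with quartiles of 7041 and 14646. The mean was 8305 ± 2242 insertions (SD, n = 2), so replicate 2 was 1.47 times as deep as replicate 1. The shares that describe library quality differed far less. The median share of insertions in accessible regions was 78.3% in replicate 1 and 78.4% in replicate 2. The share near transcription start sites was 34.1% ± 0.25 and the organelle share was 2.11% ± 0.14 (SD, n = 2).

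Joint profiling was measured by the barcodes present in both tables. In replicate 1, 7531 nuclei were shared, which is 98.5% of RNA nuclei (exact Clopper-Pearson 95% interval 98.2% to 98.8%). In replicate 2, 7265 were shared, or 98.4% (98.1% to 98.7%). Chance overlap of the same numbers drawn from all 737280 possible barcodes would give 127 and 120. Many of these barcodes held no RNA, so chance overlap among those that did would be larger and was not computed. Of the ATAC nuclei, 61.4% (60.6% to 62.3%) were also RNA nuclei in replicate 1 and 60.5% (59.6% to 61.3%) in replicate 2. The means were 98.5% ± 0.10 of RNA nuclei and 61.0% ± 0.68 of ATAC nuclei (SD, n = 2). These intervals cover counting error only. Shared nuclei had a median of 8109 insertions in replicate 1 against 4905 in nuclei with ATAC alone, and 12126 against 7152 in replicate 2.

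Nuclei with more UMIs also had more insertions. Spearman's rho over shared nuclei was 0.777 in replicate 1 and 0.795 in replicate 2, with a mean of 0.786 ± 0.012 (SD, n = 2). After shuffling the insertions among nuclei, it was -0.017 and 0.014. Nuclei of a library are not independent replicates, so no p-value was computed. Of the alternatives planned for this value, the median within cell labels moved the mean most, to 0.757. It was 0.735 in replicate 1 and 0.780 in replicate 2. In replicate 2 alone, Pearson's r on log10 values lay further from rho, at 0.811. Labels ranged from 0.653 to 0.878 in replicate 1 and from 0.715 to 0.862 in replicate 2.

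**Figure D1:**
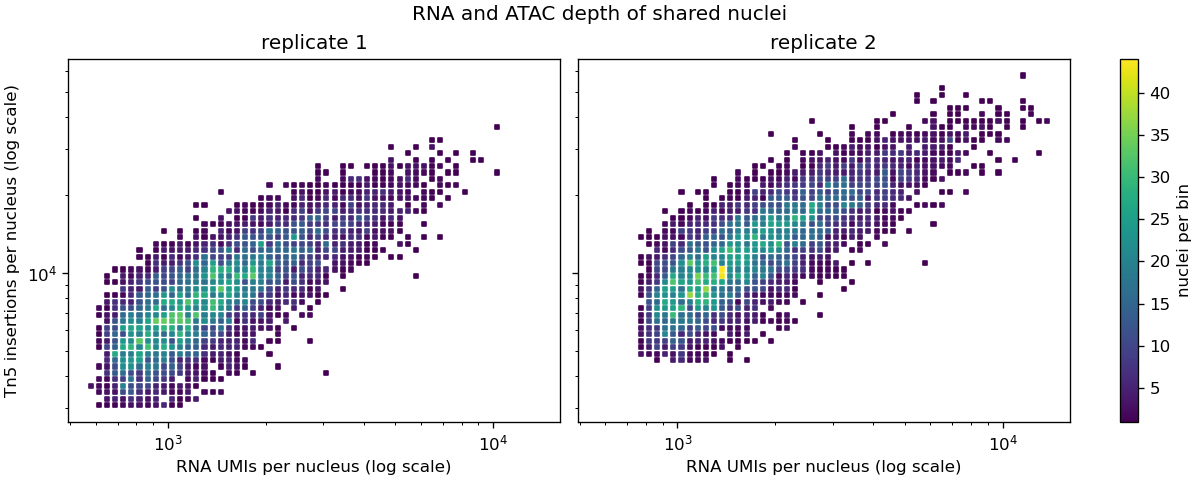
RNA UMIs per nucleus (x axis, log scale) against Tn5 insertions per nucleus (y axis, log scale) for the shared nuclei of each replicate, with colour giving nuclei per bin. Both panels rise together, with Spearman's rho of 0.777 and 0.795.

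The replicates were then compared gene by gene, using UMIs summed over kept nuclei. Of 39388 genes, 28885 were detected in replicate 1 and 29505 in replicate 2. Pearson's r of log2(CPM + 1) across genes was 0.9959, and genes are not independent replicates. Spearman's rho was 0.981, the largest departure among the alternatives. Of the RNA nuclei, 78 barcodes occurred in both replicates, where chance gives 76.5, so the files do not hold the same nuclei. The chi-square of their counts was 4.67 per degree of freedom over 24521 genes. That the libraries come from separate seedling pools is taken from the labels. Within labels, r ranged from 0.855 in RNA_12 to 0.982 in RNA_3. The genes with the largest shares of UMIs were the chloroplast genes rps14 (ZemaCp021), at 0.415% ± 0.085, and trnK (ZemaCt121), at 0.252% ± 0.017, and the nuclear gene Zm00001eb042940, at 0.317% ± 0.061 (SD, n = 2). The counting rule for overlapping or duplicated genes is not given in the sources used here, so the values of these genes are uncertain in that respect.

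The authors' RNA table assigns each nucleus to 1 of 16 numbered labels without biological names. Label shares were similar in the replicates, with a mean absolute difference of 0.514 percentage points. The most common label, RNA_0, held 13.7% of nuclei in replicate 1 and 13.5% in replicate 2, or 13.6% ± 0.11 (SD, n = 2). The exact 95% binomial intervals of the replicates were apart for 2 labels. RNA_8 held 5.69% (5.18% to 6.23%) in replicate 1 and 4.21% (3.77% to 4.70%) in replicate 2. RNA_6 held 9.21% (8.57% to 9.88%) and 7.79% (7.19% to 8.42%). Over both replicates together RNA_15 held the fewest, 197 nuclei, whereas in replicate 2 alone RNA_13 did, with 89.

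**Figure D2:**
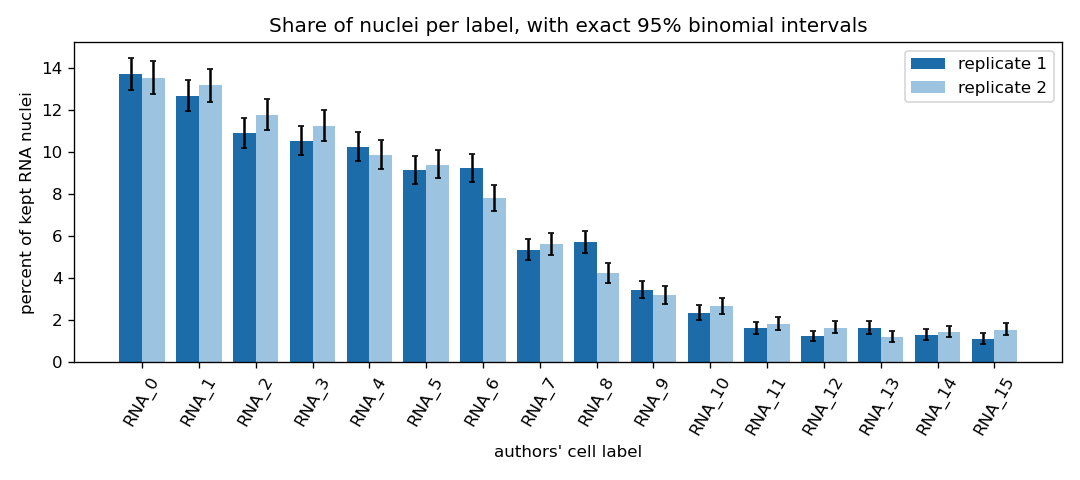
Percent of kept RNA nuclei (y axis) in each of the authors' 16 cell labels (x axis) for both replicates, with exact 95% binomial intervals as error bars. The intervals are apart for RNA_6 and RNA_8.

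To describe what separates the labels, UMIs were summed per label and replicate and each label was compared with the mean of the others by edgeR's quasi-likelihood test. The sums ranged from 120423 UMIs to 2116165. The labels were made from the same RNA counts, so the numbers of genes describe the labels and are not independent evidence that they differ. Of 19777 genes tested, 13114 passed a Benjamini-Hochberg adjusted p of 0.05 in at least 1 label. The adjustment was made within each label, so the 0.05 rate does not hold for this union of genes. Over all labels there were 24103 calls of a higher level and 10018 of a lower level, so 70.6% were higher. That share depended on the setting. It was 82.7% with all sums thinned to an equal total and 58.4% with the 10 labels of at least 200 nuclei in each replicate. In a 2-fold count without a test, lower calls outnumbered higher ones, 16113 against 14957. In the edgeR fit of all labels, calls per label ranged from 391 in RNA_12 to 3847 in RNA_0. Thinning all sums to an equal total moved the count most, to 3697 genes, and changed the order of the labels, with calls from 166 in RNA_6 to 695 in RNA_14. Each label had a gene that met the naming rule, with log2 fold changes from 3.09 to 8.21. The comparison is with the mean of the other labels, so a single other label could lie close. The RNA_3 gene, with the smallest fold change, stood at 46.81 and 52.45 CPM, against up to 29.1 and 32.65 in another label. The gene with the largest fold change in this fit was Zm00001eb201350 in RNA_11, with a log2 fold change of 8.21 (SE 0.36, edgeR adjusted p 4.01e-37). It stood at 352.8 and 281 CPM in that label and at no more than 5.68 and 8.20 CPM in any other. Next was Zm00001eb353670 in RNA_14, with a log2 fold change of 7.81 (SE 0.26, edgeR adjusted p 1.73e-47), at 829.5 and 448.4 CPM against at most 14.6 and 9.68. The order of these genes reversed with DESeq2, at 7.71 against 7.74, and after thinning, at 7.29 against 7.38 (log2 fold changes). Of the 39035 nuclear gene IDs, 0 matched the gene table used for names, so the labels were not given cell type names.

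**Figure D3:**
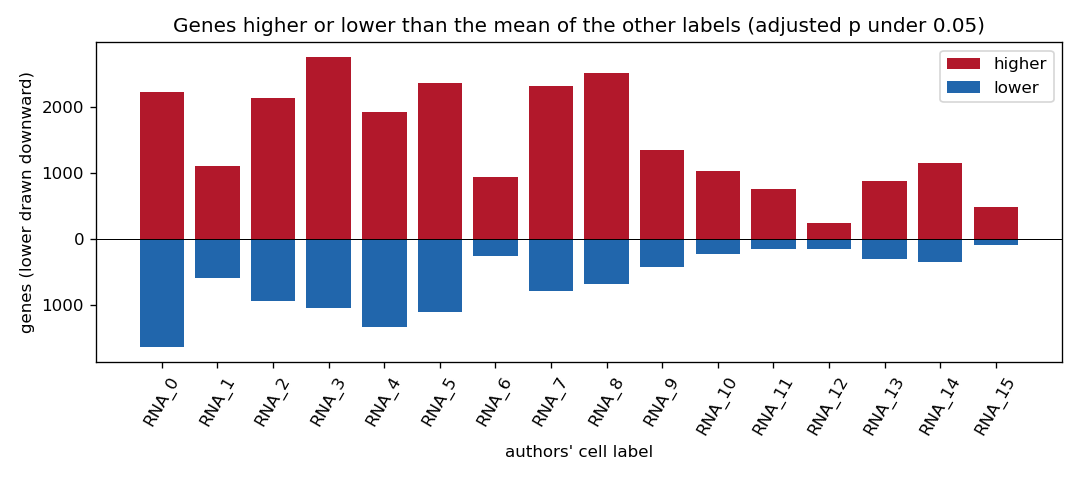
Number of genes (y axis) higher (upward bars) or lower (downward bars) in each of the authors' labels (x axis) than the mean of the other labels, at an edgeR adjusted p under 0.05. RNA_12 had the fewest, 391, and RNA_0 the most, 3847, an order that changed when the sums were thinned to an equal total.

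The authors' region table listed 103746 accessible chromatin regions of equal length on 10 chromosomes. The genome build is not given in the sources used here, and the table has no replicates. In the authors' classes, 48156 regions (46.4%, exact 95% interval 46.1% to 46.7%) overlapped a gene, 25217 (24.3%, 24.0% to 24.6%) were proximal and 30373 (29.3%, 29.0% to 29.6%) were distal. Proximal regions lay within 2 kb of the listed gene. A limit of 5 kb moved these shares most, to 32.3% proximal and 21.3% distal. Genic regions fell in 5′ UTRs (14251), 3′ UTRs (12549), coding sequence (12260) and introns (9096). Distal regions had a median distance of 13917 bp, with quartiles of 4595 and 38754 bp.

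The last comparison joined the readouts by asking whether genes with a listed region had more RNA. The table listed 30594 genes, or 78.4% of nuclear genes, and these gave 99.2% of nuclear UMIs in both replicates. Their median log2(CPM + 1) was 3.45 in replicate 1 and 3.48 in replicate 2. For the 8441 genes with no listed region the median was 0 in both replicates. The difference was 3.46 ± 0.018 (SD, n = 2), far above the spread between replicates. Both replicates were scored on the same gene sets, so that spread covers the libraries only and not the choice of genes. The size of the difference depends on the pseudocount because low genes dominate the unlisted set, and with a pseudocount of 0.1 it was 6.66. Genes with an overlapping region had a median of 4.36 ± 0.011, those with a proximal but no overlapping region 0.41 ± 0.0087, and those with distal regions alone 0 in both replicates (SD, n = 2). The median rose from 0.41 for genes with 1 region to 3.10 with 2, 3.97 with 3 and 4.53 with 4 or more.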

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

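Of the tests in this part, those of the RNA minima, of the organelle share, of the slope over genes and of the stated input were chosen after the values were seen. The design names no group for these barcodes, so no biological explanation was tested.

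More UMIs lay in barcodes that the nucleus tables do not list than in the kept nuclei. Barcodes in neither table held 53.8% of all UMIs in replicate 1 and 54.8% in replicate 2, against 34.0% and 33.3% in kept RNA nuclei. With at least 100 UMIs there were 58750 and 59112 such barcodes, with medians of 311 and 387 UMIs, or 24.1% and 24.2% of the median of a kept nucleus. Free RNA shared by all droplets predicts that label genes vary over these barcodes almost as in random sampling. Among barcodes with at least 200 UMIs, the median variance ratio was 1.28 in replicate 1 and 1.24 in replicate 2 in a sample of 3000 of those below the lowest UMI or gene count of kept nuclei, and 1.19 and 1.16 for the 732 and 1106 past both. In kept nuclei it was 2.64 and 2.60. The gene sets come from the kept labels, so the ratio alone does not exclude nuclei of a class without a label. Their number does for most of these barcodes: 50152 and 52077 had at least 200 UMIs, against an input of about 20000 nuclei, the larger number in the protocol. Uncalled nuclei in a minority of them stay open, and the share of free RNA inside kept nuclei was not measured.

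Many barcodes that only the ATAC table lists carried more RNA than the lowest kept RNA nuclei. The lowest kept nucleus had 579 UMIs and 530 genes in replicate 1 and 760 UMIs and 638 genes in replicate 2. Of the ATAC-only barcodes, 2233 of 4727 in replicate 1 and 2096 of 4749 in replicate 2 passed both values, with medians of 1045 and 1289 UMIs. Low RNA depth therefore cannot be the whole reason for their absence from the RNA table. An organelle share above the highest kept value was found in 13.1% and 12.3% of them, so it leaves most unexplained.

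Free RNA alone would give these barcodes the gene profile and depth of barcodes in neither table. Over genes, the slope of their log2 ratio to kept nuclei on that of barcodes in neither table was 0.1997 and 0.183, where free RNA alone needs about 1. Of barcodes in neither table with at least 100 UMIs, 1.25% and 1.87% passed both minima, against 47.2% and 44.1% of ATAC-only barcodes. Their median variance ratio, 1.39 and 1.42, did lie nearer to that of barcodes in neither table than to kept nuclei, but nuclei of a class without a label could give that value. ATAC-only barcodes below the minima had higher ratios, 1.63 and 2.02.

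A raised share of free RNA beside nucleus RNA stays open. It predicts that gene ratios to kept nuclei follow those of barcodes in neither table, and Pearson's r over genes was 0.386 and 0.384, between the values fixed in advance for and against. Doublet removal by the authors cannot be told apart, because the caller marked 0 kept nuclei in all and 1 ATAC-only barcode. Median doublet scores were higher in these barcodes than in kept nuclei, 0.140 against 0.0964 and 0.137 against 0.0853. Their median insertions were lower than in shared nuclei, 6660 against 8109 and 9897 against 12126, and so were their UMIs, which goes the other way.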

How the results depend on the processing

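Alternatives were fixed before the data were examined, except limits of 50 and 200 UMIs on barcodes in neither table and the restriction of label shares to shared nuclei, which were chosen afterwards. Neither moved the median of those barcodes or the share of any of the 16 labels by more than the replicate spread. Minima of 500 UMIs and 1000 insertions removed 0 nuclei, so they tested nothing. With 2 replicates, leaving 1 out moves a mean by less than its SD whatever the values, so it says nothing about stability.

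The number of genes called in at least 1 label was 12872 to 14016 under other size factors, no count filter and DESeq2, against 13114. Thinning to an equal total gave 3697 genes, with 5765 calls higher and 1207 lower, so 82.7% were higher against 70.6%. Fewer UMIs and only 7850 testable genes are part of that setting's construction. RNA_0 then had 389 genes in place of 3847 and RNA_12 217 in place of 391, while RNA_6 had the fewest, 166, and RNA_14 the most, 695. RNA_3 also passed RNA_0 with no count filter (3772 against 3743) and in the labels of at least 200 nuclei (4909 against 4441). With the 10 labels of at least 200 nuclei in each replicate, 58.4% of calls were higher; the cause was not tested. With the replicate block, 13833 genes were called, and 33920 of the 34121 calls without the pairing were kept. The 2-fold count without a test was 12906, and 14452 to 15633 with a replicate left out. Lower calls outnumbered higher ones there, with 16113 against 14957, 22473 against 20331 without replicate 1 and 27623 against 23676 without replicate 2, unlike in the test. For the 16 named label genes, 103 of 106 values under alternatives kept their sign and an adjusted p under 0.05, and 3 were not tested.

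The depth correlation was 0.803 with Pearson on log10 values and 0.757 within labels, against 0.786. The replicate correlation was 0.9907 and 0.9965 with pseudocounts of 0.1 and 10 CPM, 0.993 for genes with at least 10 counts in both replicates and 0.981 with Spearman. Limits of 1 kb and 5 kb gave 18.3% and 32.3% proximal and 35.3% and 21.3% distal regions, by construction. The RNA difference between genes with and without a region was 6.66 and 1.00 with pseudocounts of 0.1 and 10 CPM, 2.89 for genes with at least 10 counts and 3.84 with regions within 2 kb. It stayed above 0 in each; the cause of these shifts other than the pseudocount was not tested.

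Not run were label shares without doublets, since the caller marked none, the higher-scoring part of the regions, and accessibility against expression over labels, for which no values were used here.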

Other observations

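Of the tests in this part, that of the order of labels between replicates was chosen after the values were seen. The comparisons within cell labels and among genes with at least 10 counts were planned as alternatives, but were set against an explanation only after related values were seen. The design has no contrast that bears on these patterns, so no biological explanation was tested.

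RNA and ATAC depth rose together over nuclei. Label composition does not account for this, since the median rho within labels was 0.735 or higher in both replicates. The relation was not confined to nuclei near the lower depth limit, with rho of 0.655 in replicate 1 and 0.656 in replicate 2 among nuclei at or above the median of both depths. That subset has depth limits of its own, so an effect of the limit on the size of rho stays open. Doublets stay open, because the caller marked 0% of kept nuclei. Nucleus size, DNA content and capture efficiency per droplet were not tested.

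Labels made from RNA alone differed in insertions per nucleus. The highest label had 1.61 times the median of the lowest in each replicate; RNA_4 was lowest in both, and RNA_8 and RNA_7 were highest in replicates 1 and 2. The order of the 16 labels was shared between replicates, with Spearman's rho of 0.938, which sampling noise between nuclei would not give. Within 5 equal bins of RNA depth, the SD over labels shrank to 0.296 and 0.340 of its size, so the difference in RNA depth between labels is a candidate explanation for most of it. Which depth drives the other was not tested.

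No test separated the explanations for the higher RNA of genes with a listed region. The difference of 2.89 among genes with at least 10 counts, of which 1310 had no region, selects genes on the RNA it compares and decides nothing about low counts of unlisted genes. Gene length was not tested.

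Regions in 3′ UTRs, 12549, were nearly as many as those in 5′ UTRs, 14251. Reverse transcription precedes Tn5 treatment in this method, so tagmented cDNA is a candidate source of regions at 3′ ends. It predicts more RNA from genes whose only region is in the 3′ UTR. Their median log2(CPM + 1) was 3.24 ± 0.069 over 410 genes against 2.73 ± 0.024 over 1312 genes with it in the 5′ UTR (SD, n = 2), a difference of 0.52 ± 0.045. Genes with their only region in coding sequence had a median of 0.39 ± 0.041, which this explanation does not predict if cDNA covers coding sequence too. Open chromatin at the ends of expressed genes could give the same difference of 0.52, and an ATAC library without reverse transcription would separate these.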
